A study of Mus musculus with 6 samples.

How the data were processed

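The samples were 3 wild-type mouse embryonic stem cell cultures and 3 cultures of wild-type cortical neurons from embryonic day 16.5, kept for 7 days in vitro. Per the labels' protocols, RNA was enriched for polyadenylated molecules by oligo-dT priming and libraries were read as paired ends. Samples were assigned to groups and replicate numbers by their titles. Sample columns were matched to samples by the library names in the labels, and 0 columns of sample values were left unmapped.

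The authors deposited a table of raw counts per gene, with gene positions, strand and length. Per the file headers, the reads were aligned with STAR, since the column names are those of STAR alignment files. The table has the column layout of a featureCounts output. The counting tool, its strand setting, its treatment of reads matching several places, and the versions of all tools are stated neither in the headers nor in the labels. The gene length column was also deposited by the authors, and it equalled the merged length of the listed exons for 100% of genes. No genome build is named in the table. Of the 52029 genes with an identifier in GENCODE mouse release M21, 97.2% start at another position than in GRCm38, so positions are given as in the deposited table and none was converted. Gene symbols and gene types came from that release by identifier. A symbol was found for 91.3% of the 57010 genes, and 4981 had none. The 65 symbols carried by more than 1 gene were replaced by identifiers.

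Total counts ran from 513425 to 1775055 per library, which sets the precision of all values. The 10 genes with the most counts held 15.8%, 14.0% and 16.1% of the counts in the ESC libraries and 22.5%, 22.6% and 22.5% in the neuron libraries. The counts were analysed as deposited. Genes were kept by edgeR's filterByExpr (minimum count 10), which left 7150. TMM factors were 0.775, 0.779 and 0.774 for ESC replicates 1 to 3 and 1.30, 1.28 and 1.29 for neuron replicates 1 to 3. Dispersions were estimated with estimateDisp, and groups were compared with glmQLFit (robust) and glmQLFTest, with all 6 samples and no covariate. The batch label equals the group and could not be a covariate. A test against a 2-fold change used glmTreat on the same fit. P-values were adjusted by the Benjamini-Hochberg method, and 0.05 was the threshold. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic, which is approximate. The gene set test was camera with an inter-gene correlation of 0.01. Principal component analysis used log2 CPM with a prior count of 2, centred and not scaled. Tests of single measures between groups were exact two-sided permutation tests, which cannot go below 0.1 with 3 against 3 samples.

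Each gene's exons were intersected with exons and spans of genes on the opposite strand, from the positions in the table, with bedtools 2.31.1. A gene was classed by whether its exons shared at least 1 base with an opposite-strand exon, lay only within introns of an opposite-strand gene, or had no gene opposite. Since the strand setting of the counting is not stated, genes overlapping on opposite strands are uncertain, as are genes with near-identical copies.

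The groups, the designs, the gene lists, the rule for named genes and most alternatives were set before the data were examined. The rule named Rai1, members of the gene lists, and the 5 genes with the highest and the 5 with the lowest log2 fold change among genes with an adjusted p under 0.05, an average log2 CPM of at least 5 and no overlap between the groups. Of the genes meeting this rule, 1 of the 5 highest is not reported here. A fold against a group with at most 3 counts in every library is given as a lower bound computed against 3 counts. The class of opposite-strand overlap and the neighbours of list genes were examined after the counts had been seen. Replicate numbers are shared by the groups in the sample titles, and a fit with the replicate number as a block was among the alternatives.

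The alternatives were DESeq2 size factors, total counts, housekeeping scaling, no filter, a mean of at least 10 counts and the replicate block. Others were DESeq2's Wald test, limma-voom with quality weights, other length thresholds, other settings of the principal component analysis and of the coefficient of variation. Each replicate was also left out in turn. Housekeeping scaling used the 16 of 27 listed genes that were tested, less those without counts in some library. A fit on genes sharing no exonic base with an opposite-strand gene, and a fit without mitochondrial genes and the 10 genes with the most counts, were added after seeing the data.

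The edgeR steps were tested on simulated counts for 7150 genes, drawn from the real means and library sizes, with 200 genes changed 4-fold. The test called 91% of the changed genes, and 4.21% of its calls were unchanged genes. Past 2-fold, 71.5% of the changed genes were called. All simulated genes had the same dispersion, and unchanged genes had the same mean share in both groups. The changed genes went either way at random and were drawn from those with enough expected counts. In the real data 6119 genes were called, so these rates do not cover changes that widespread. The overlap step was tested on a small set of made-up genes. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.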

Results

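RNA sequencing had been carried out on 6 wild-type mouse samples in 2 groups of 3. The ESC group held embryonic stem cells, which are pluripotent cells kept in culture. The neuron group held primary cortical neurons, prepared from cortices at embryonic day 16.5 and kept for 7 days in vitro. Per the labels, no perturbation was applied, although the library names of neuron replicates 2 and 3, unlike that of replicate 1, hold the unexplained word empty. The samples served as a pluripotent and a neuronal reference state in a study of the gene Rai1. The question addressed by comparing them is which genes and which expression axis separate these states. The public data on Rai1-deficient cells named in the labels were not used here. The deposited table gave whole-number counts for 57010 genes. The total count per library was 1775055, 1368303 and 1477308 in ESC replicates 1 to 3 and 624792, 556491 and 513425 in neuron replicates 1 to 3. The mean total was 2.73 times higher in ESC than in neuron libraries. Between 17027 and 19093 genes had at least 1 count in a library. A gene with 3 counts corresponded to 2.26 to 2.90 CPM, the count scaled to the normalised library total, in the ESC libraries and 3.92 to 4.81 CPM in the neuron libraries, so differences below those levels were not detectable at this depth. These floors cover counting error only. The batch label was the same split as the group, so batch and group could not be told apart and no comparison could be repeated within a batch.

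The replicates were compared before they were averaged. Over genes with at least 10 counts in a pair of libraries, the chi-square statistic per degree of freedom was 3.96, 1.31 and 4.16 for the ESC pairs and 2.38, 1.68 and 1.81 for the neuron pairs, and no library was a copy of another. Pearson's r of log2 CPM across the 7150 tested genes, which are not independent replicates, was 0.981 to 0.987 within ESC and 0.960 to 0.966 within neuron libraries. Between the groups it was 0.307 to 0.343. The common biological coefficient of variation estimated by edgeR was 0.123 in the ESC group and 0.106 in the neuron group. The alternative that moved it most was leaving out ESC replicate 2, which gave 0.0362 for the ESC group.

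The counts were unevenly spread over genes when genes were classed by what lay on the opposite strand in the table's own exon coordinates. Genes with exons that shared bases with an exon on the opposite strand numbered 9557, or 16.8% of the genes, and held 91.3% ± 0.52 of the counts in ESC libraries (SD, n = 3) and 89.0% ± 0.43 in neuron libraries. A further 6071 genes, or 10.6%, had exons that lay opposite to another gene but only in its introns. They held 1.16% ± 0.04 of the counts in ESC libraries and 3.97% ± 0.23 in neuron libraries. The remaining 41382 genes, or 72.6%, had no gene opposite to their exons and held 7.51% ± 0.48 and 7.08% ± 0.20 of the counts. For the class with shared exonic bases and for the intron class the groups did not overlap. Exact two-sided permutation tests gave p = 0.1 for each, the smallest value that 3 against 3 samples can give. For the class with no opposite gene the exact p was 0.3. Of the 100 genes with the highest mean CPM, 99 shared exonic bases with a gene on the opposite strand, against 29.7% of the 28820 genes with at least 1 count.

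**Figure D1:**
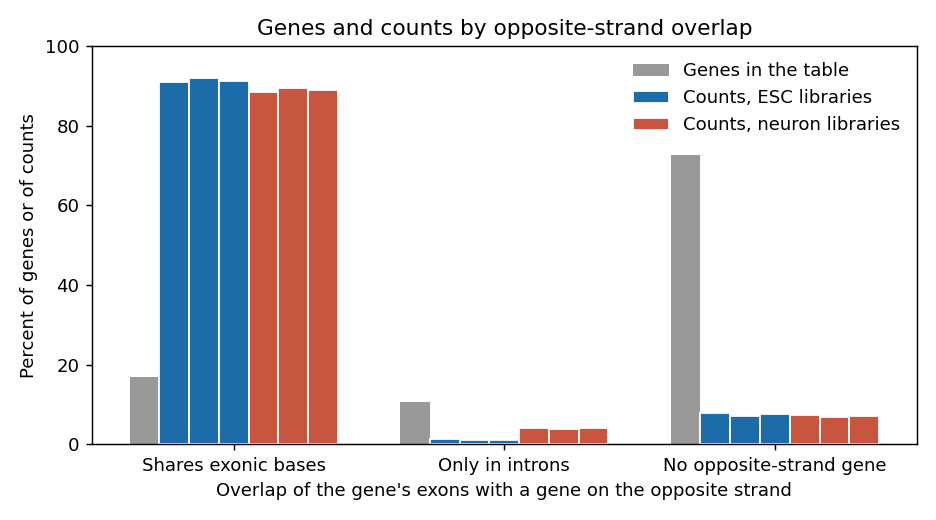
Percent of the 57010 genes (grey) and percent of the counts in each ESC (blue) and neuron (red) library, by the overlap of a gene's exons with a gene on the opposite strand. Genes sharing exonic bases are 16.8% of the genes and hold 88.5% to 91.9% of the counts.

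A list of 27 housekeeping genes held 0.238% ± 0.027 of the counts in ESC libraries and 0.0768% ± 0.0046 in neuron libraries. Tbp, which shares exonic bases with Pdcd2 on the opposite strand, had 2560, 1880 and 2194 counts in ESC libraries and 142, 147 and 128 in neuron libraries, or 31.3% to 66.4% of the counts of the list. The other genes of the list held at most 0.107% of the counts in any library. Actb, a cytoskeletal actin gene, had 188, 111 and 139 counts in the ESC libraries and 6, 3 and 4 in the neuron libraries. The pluripotency gene Pou5f1 had 51, 29 and 43 counts in ESC and 0 in each neuron library, while Gm19553, which shares 317 exonic bases with it on the opposite strand, had 18559, 13967 and 15649 counts in ESC and 0 in each neuron library. The ribosomal protein gene Rpl35 had 79, 62 and 69 counts in ESC libraries, and its opposite-strand neighbour Wdr38, sharing 821 bases, had 24539, 18150 and 20849. The synaptic vesicle gene Syp had 5, 0 and 6 counts in neuron libraries, and its neighbour Gm14703, sharing 875 bases, had 1355, 1218 and 1142. Of these, Actb, Wdr38, Rpl35, Gm14703 and Syp were chosen after their values were seen. On the mitochondrial genome, mt-Nd6 is the only minus-strand gene among 13 mRNA genes, and it held 79.1% ± 9.6 of the counts over these 13 genes in ESC libraries and 35.1% ± 2.0 in neuron libraries (SD, n = 3). All gene values that follow are counts as assigned in the deposited table.

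**Figure D2:**
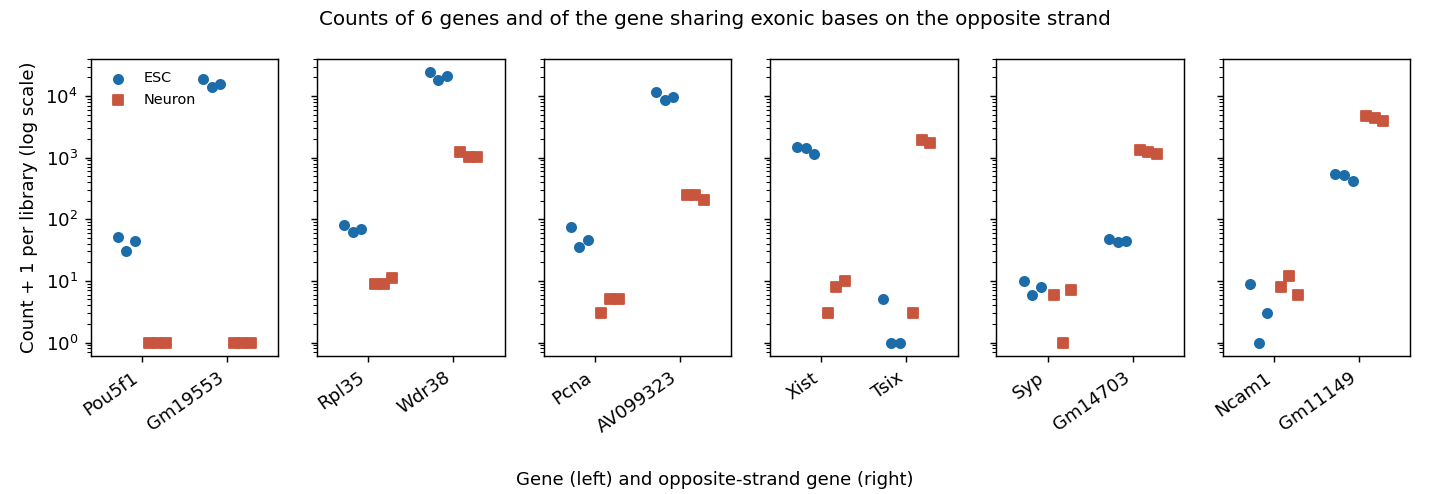
Count plus 1 in each ESC (circles) and neuron (squares) library on a log axis, for 6 genes and for the gene sharing exonic bases with each on the opposite strand. Gm19553 lies at 13967 to 18559 counts in ESC libraries, where Pou5f1 has 29 to 51.

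Principal component analysis of log2 CPM of the 500 most variable genes placed 99.1% of the variance on PC1 and 0.268% on PC2. The PC1 score was −66.7 ± 0.51 in ESC and 66.7 ± 0.48 in neuron libraries (SD, n = 3). The difference was larger than the spread between replicates, and the exact two-sided permutation p was 0.1, the smallest possible with 3 against 3 samples. Using all tested genes moved the PC1 share most, to 95.5%.

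Differential expression was tested with edgeR's quasi-likelihood test on 7150 genes that passed its count filter. At a Benjamini-Hochberg adjusted p under 0.05, 6119 genes differed between the groups, 3358 higher and 2761 lower in neurons. Against a minimum change of 2-fold, 4818 genes differed, 2717 higher and 2101 lower. With no filter on low counts, the alternative with the largest change in number, 11762 of 28820 genes passed, 9129 of them past 2-fold. Keeping only genes sharing no exonic base with an opposite-strand gene, an alternative chosen after the data were seen, gave 1950 genes of 2265 tested, and 1630 past 2-fold. By class, 3955 of 4674 tested genes with shared exonic bases differed, 732 of 811 in the intron class, and 1432 of 1665 with no opposite gene. In the intron class 611 of the 732 were higher in neurons. The median log2 fold change of all tested genes was 0.37 with the trimmed-mean (TMM) scaling. Scaling to total counts raised it by 0.73 and scaling to the housekeeping list by 1.5. The share of the 6119 calls that were higher in neurons was 54.9%, against 65.5% under total counts and 76.8% under housekeeping scaling. With a mean of at least 10 counts it was 49.8%, with 2479 genes higher and 2500 lower. The median log2 fold change was then −0.01, so the excess of higher calls depended on the filter. For the 2-fold calls the shares were 56.4%, 68.9% and 80.1%.

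**Figure D3:**
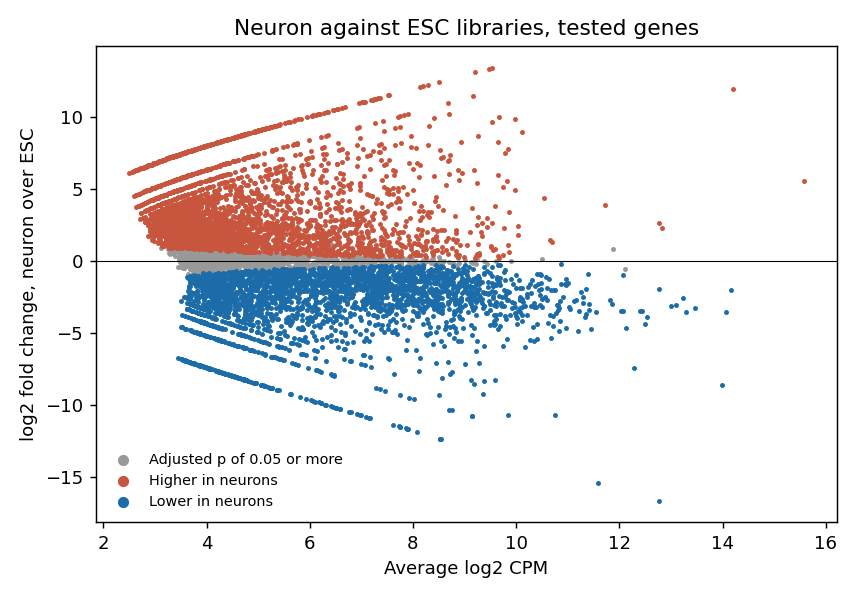
The log2 fold change of each of the 7150 tested genes, neuron over ESC, against its average log2 CPM, with genes past an adjusted p of 0.05 in colour. Of these, 3358 are higher (red) and 2761 lower (blue) in neurons, and the lines of points at the edges are genes with no or few counts in all libraries of a group.

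The genes with the largest changes at an average log2 CPM of at least 5 each shared exonic bases with a gene on the opposite strand. The lowest was Gm19553 (ENSMUSG00000093516.2, chromosome 17, 35819974 to 35821448, minus strand), opposite Pou5f1. Its CPM was 13880 ± 334 in ESC libraries and 0 in neuron libraries, its log2 fold change was −16.64 (SE 0.24, edgeR adjusted p 3.55e-36), and it was at least 3160-fold lower. Gm17232 (ENSMUSG00000090374.2, chromosome 14, 63731148 to 63737321, plus strand), opposite the threonine dehydrogenase gene Tdh, had 8071, 6439 and 6569 counts in ESC and 0 in neuron libraries. It was at least 1380-fold lower (log2 fold change −15.45, SE 0.26, edgeR adjusted p 3.41e-34). The other 3 of the 5 lowest were Gm13061 opposite Lin28a, Suv39h1 opposite Gm14820, and 4930417O13Rik opposite Tuba3a. Their log2 fold changes were −12.35, −12.33 and −12.33, and they were at least 161-fold, 159-fold and 159-fold lower. The highest was Cdr1 (ENSMUSG00000090546.3, chromosome X, 60227611 to 60229164, minus strand), opposite C230004F18Rik, with 0 counts in each ESC library and 1005, 1529 and 602 in the neuron libraries. It was at least 578-fold higher, with a log2 fold change of 13.45 (SE 1.34, edgeR adjusted p 0.00711). Gm13872 opposite Slc1a2, C230034O21Rik opposite Fat4 and Gm26673 opposite Kcna6 had log2 fold changes of 13.39, 12.46 and 12.24, and were at least 553-fold, 291-fold and 250-fold higher. Each gene named here as highest or lowest had 0 counts in every library of the lower group.

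Rai1 (ENSMUSG00000062115.16, a protein-coding gene on chromosome 11, 59995839 to 60090023, plus strand, with 9591 exonic bases) had 4, 3 and 6 counts in ESC libraries and 20, 15 and 12 in neuron libraries. Its CPM was 3.78 ± 1.43 in ESC and 22.6 ± 3.44 in neuron libraries (SD, n = 3). The log2 fold change was 2.56 (SE 0.43, edgeR adjusted p 1.08e-06). The alternative that moved it most was scaling to the housekeeping list, which gave 4.06. Rai1 shares 109 exonic bases with Srebf1 on the opposite strand, which had 8, 5 and 9 counts in ESC and 47, 40 and 41 in neuron libraries. Rai1 therefore had no value among genes sharing no exonic base.

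The count filter set a higher cutoff in counts for ESC than for neuron libraries. The pluripotency gene Nanog, with 24, 11 and 19 counts in ESC libraries, was not tested. The neuronal gene Celf4, with 7, 9 and 7 counts in neuron libraries, was tested. Of 25 pluripotency genes listed in advance, 8 passed the filter. All 8 were lower in neurons at an edgeR adjusted p under 0.05, whether adjusted over all tested genes or over the list alone, with a median log2 fold change of −6.31. In 7 of the 8 every neuron library had at most 3 counts, so the size of the fall is known only as a lower bound. Zfp42 was at least 9.02-fold lower (39.7 ± 13.8 CPM in ESC, 0 in neuron libraries, edgeR adjusted p 1.54e-10), and Sox2 at least 9.50-fold lower (41.8 ± 8.66 against 2.53 ± 1.97 CPM, edgeR adjusted p 3.9e-10). Under total counts and under housekeeping scaling 7 of the 8 passed, all lower. With no filter on low counts, the alternative that moved the count most, 23 of 25 passed and all 23 were lower. Of 25 neuronal genes, 9 were tested and 8 passed, over all genes and over the list alone, 5 higher and 3 lower in neurons, with a median log2 fold change of 0.94. Nefm, which shares 1108 exonic bases with Nefl, rose from 137 ± 21.9 to 1125 ± 121 CPM (log2 fold change 3.04, SE 0.13, edgeR adjusted p 4.94e-23). Syn1 did not pass (17.1 ± 9.19 against 11.6 ± 1.34 CPM, edgeR adjusted p 0.223). Dlg4 was lower in neurons (79.6 ± 8.63 against 3.74 ± 2.56 CPM, log2 fold change −4.32, SE 0.37, edgeR adjusted p 2.23e-13), as were Stmn2 (−1.74) and Bsn (−1.89). Under housekeeping scaling 5 neuronal genes were higher and 1 was lower, and with a mean of at least 10 counts 2 were higher and 3 lower. With no filter on low counts 18 of 25 passed, 13 higher and 5 lower.

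The opposite-strand neighbours of list genes were tested in the same fit. The 5 tested genes that share exonic bases with a pluripotency gene were all lower in neurons, and the 8 tested genes that share exonic bases with a neuronal gene were all higher. Among the 8 was Nefm, which is itself on the neuronal list. All 13 passed an edgeR adjusted p of 0.05, while 49.3% of all tested genes with shared exonic bases were higher in neurons. Gm11149, sharing 417 bases with the adhesion gene Ncam1, rose from 431 ± 67.7 to 6400 ± 128 CPM (log2 fold change 3.89, SE 0.11, edgeR adjusted p 1.11e-28). Gm10558, sharing 124 bases with Map2, rose from 13.8 ± 4.39 to 1008 ± 89.3 CPM. These neighbours, and the details given of Gm11149 and Gm10558, were chosen after the counts had been seen.

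Gene length was compared with the change in expression. The 489 tested genes spanning over 100 kb had a median log2 fold change of 1.58, against 0.30 for the other 6661, a difference of 1.29. The camera gene set test on the edgeR fit gave an adjusted p of 0.0164, equal to the raw p because 1 set was tested. Replacing the span by total exon length over 5 kb moved the difference most, to −0.175 (edgeR fit, camera adjusted p 0.699). Among genes sharing no exonic base with an opposite-strand gene the difference was 0.53 and was not past 0.05 (edgeR fit, camera adjusted p 0.284).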

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

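The fits on genes sharing no exonic base with an opposite-strand gene, and without mitochondrial genes and the 10 genes with the most counts, were chosen only after the data were seen. Rai1 stayed higher in neurons and past the threshold in each of its 14 alternatives, with log2 fold changes of 2.32 to 4.06 and adjusted p-values from 4.89e-16 to 5.35e-05. Each of these alternatives reused all or part of the counts assigned to Rai1, so none tests which strand the reads came from. Rai1 had no value in the fit on genes sharing no exonic base, since its exons share bases with Srebf1.

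With no filter on low counts, 11762 genes passed (28820 tested), 9129 of them past 2-fold, and 23 pluripotency and 18 neuronal genes passed. With a mean of at least 10 counts, 5 neuronal genes passed, 2 higher and 3 lower, and the long-gene difference was 0.864 (camera p 0.0604). On genes sharing no exonic base, 1950 genes passed, 1630 past 2-fold, with 4 neuronal genes, 3 of them lower, 6 of 6 tested pluripotency genes, all lower, and a long-gene difference of 0.529. The long-gene difference was 0.605 for spans over 50 kb (camera p 0.0884) and reversed to −0.175 for total exon length over 5 kb. For spans over 200 kb it was 2.11 (camera p 0.00437). The PC1 share was 95.49% with all tested genes, 98.14% with 2000 genes and 98.41% with a prior count of 0.5. Apart from the filters, which changed how many and which genes were tested, the cause was not tested.

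In the 6 fits that each left out 1 replicate, 5430 to 7353 genes passed, 4294 to 5862 past 2-fold, with 4 to 15 pluripotency and 6 to 10 neuronal genes. The long-gene difference was 0.809 to 1.457, and it lost significance without neuron replicate 2 (camera p 0.0561). The PC1 share was 98.73% to 99.22%, and Rai1's log2 fold change 2.32 to 2.78. The coefficient of variation ran from 0.0362 to 0.1528 in ESC and from 0.0656 to 0.1274 in neurons. Of the 6119 genes, 5357 were tested in all 6 fits and 4965 passed in all 6, while 392 lost significance in at least 1. None of the 6119 changed sign where tested.

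With the replicate block, 6088 genes passed, 4781 past 2-fold, and 8 pluripotency and 7 neuronal genes passed. Deviations from the group means correlated at r = 0.00019 between same-numbered samples and −0.00005 between differently numbered samples, so the numbers did not pair the samples. DESeq2's Wald test gave 5774 genes, 3903 past 2-fold, and limma-voom 6078 and 4424. With the filter 8 of 25 pluripotency and 9 of 25 neuronal genes were tested, and why the others had few counts was not tested here.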

Other observations

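The tests on mt-Nd6, Tsix, the housekeeping list, the 100 genes with the most counts, pseudogenes, ribosomal protein genes, neighbours of list genes, genomic DNA, small non-coding RNA and Y-linked genes were chosen only after the result was seen. All hypotheses here were found and tested on the same data.

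The spread of counts over genes may come from counting on the strand opposite to the transcripts, as happens when a strand setting is reversed. Under that hypothesis a gene would receive counts chiefly where a transcribed gene lies opposite to it. Of the 100 genes with the highest mean CPM, 99% shared exonic bases with an opposite-strand gene, against 29.7% of all genes with counts. The 27 housekeeping genes held at most 0.256% of the counts in any library, and Tbp, which has a gene opposite its exons, held up to 66.4% of these. Tsix, the antisense partner of the X-inactivation RNA Xist, held 99.5% of the counts of the pair over the neuron libraries together. This rests on neuron replicates 2 and 3, since replicate 1 had 2 counts on each gene. Xist held 99.9% in ESC libraries. The share of mt-Nd6 among 13 mitochondrial mRNA genes was at least 32.9% in each library, above its 1 of 13 genes, but it was under most of the counts in neurons, so this test did not decide. Among 19 ribosomal protein genes with a neighbour, the neighbour had more counts in 12 (63.2%), short of nearly all, so this test did not decide either. The median ratio of neighbour to gene was 4.82.

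The neighbours of list genes gave another test, set after the counts of Gm19553 and Gm11149 had been seen. With counts taken from the strand opposite to the transcripts, genes opposite pluripotency genes would be lower in neurons and genes opposite neuronal genes higher. All 13 tested neighbours, or 100%, moved that way, 5 lower and 8 higher. Nefm is itself a neuronal list gene, so its rise does not separate the hypotheses. Without Nefm, Gm19553 and Gm11149, 10 neighbours of 8 list genes were left, and all 10 moved that way, 4 lower and 6 higher. Some of these neighbours lie opposite the same gene and are not independent. Antisense transcripts that follow the gene opposite to them could give the same directions, so this test alone does not separate them from reversed counting.

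Other technical explanations were set against these values. Genomic DNA would spread over genes regardless of their neighbours, but counts per exonic base were 910 times higher on the neighbours of ribosomal protein genes than on protein-coding genes with no opposite-strand gene. Annotated pseudogenes held at most 1.99% of the counts in any library. This does not exclude reads shared between copies, since such reads may have been discarded in counting and genes with no symbol have no annotated type. Transcription from both strands is a biological alternative, but antisense transcripts would not by themselves remove the reads of the sense gene, and the housekeeping list held at most 0.256%. In the fit on genes sharing no exonic base with an opposite-strand gene, the 6 tested pluripotency genes were still all lower in neurons. Some counts may therefore follow the annotated gene. The neuronal list of that fit went against this, with 1 gene higher and 3 lower in neurons. Housekeeping genes with no opposite-strand gene also fell, from 0.0638% ± 0.0152 of the counts in ESC to 0.0194% ± 0.00115 in neuron libraries. The fall was thus not limited to pluripotency genes. Counting on the opposite strand remains a candidate explanation. Shared reads remain one for low counts of genes with copies. They do not by themselves predict why 99 of the 100 genes with the most counts share exonic bases with an opposite-strand gene. If counting was on the opposite strand, a gene's value would describe the gene opposite to it. Only 3748 of 21829 protein-coding genes (17.2%) had a tested neighbour sharing exonic bases. The counts on Rai1 would then come partly from Srebf1 at the 109 shared bases or from other opposite-strand RNA, which was not tested.

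Genes lying opposite to introns held 3.41 times the share of counts in neuron libraries that they held in ESC libraries. This may reflect library preparations that kept different shares of unspliced RNA, or different genes expressed in the groups. For 200 host genes with counts on genes opposite both their introns and their exons, the intron-side to exon-side ratio was higher in neurons for 84.5% (169 hosts), with a median difference of 2.32 in log2. A change of the host gene alone would move both sides of the ratio. The genes opposite to it could be transcribed differently themselves, which this test does not exclude. Genomic DNA was not tested for this difference. Nuclear protein-coding genes with no opposite-strand gene held 4.03% ± 0.32 of the counts in ESC and 5.79% ± 0.20 in neuron libraries. Because the batch label equals the group, a difference in library preparation cannot be told apart from a difference between the cell states in how much unspliced RNA they hold.

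A few genes took large shares of the neuron counts. Ccdc107, opposite the small RNA gene Rmrp, had 18, 10 and 5 counts in ESC libraries and 31881, 24555 and 21631 in neuron libraries, a mean of 4.58% ± 0.47 of all neuron counts. The gene ENSMUSG00000118642.2, which has no symbol in the annotation used, held 0.151% ± 0.015 of the counts in ESC and 11.6% ± 0.43 in neuron libraries. ENSMUSG00000118642.2 shares exonic bases with ENSMUSG00000119584.1 on the opposite strand, which has 1849 exonic bases. ENSMUSG00000119584.1 had 83, 57 and 33 counts in ESC libraries and 2, 2 and 4 in neuron libraries. Ccdc107 and ENSMUSG00000118642.2 were chosen after their values were seen. Library preparations that kept different shares of non-polyadenylated RNA could give this. The 22 genes lying opposite only to small non-coding RNA genes, held 1.37 times the share in neurons, 0.0042% ± 0.00027 against 0.00306% ± 0.00067. Ccdc107 is not in this set, because 1 of the genes opposite to it is annotated as a long non-coding RNA. ENSMUSG00000118642.2 cannot be in this set, since its share alone is above that of the set. The test therefore says little about these genes, and this explanation cannot be told apart from the cell state either. In ESC libraries mt-Ty, a mitochondrial tRNA gene, held 2.42% ± 0.27 of the counts, against 0.00983% ± 0.00083 in neurons, and this difference was not tested further.

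The neuron libraries differed from each other at Tsix, with 2, 1934 and 1727 counts in replicates 1 to 3. The library names in the labels part the same libraries, since those of replicates 2 and 3 hold the word empty and that of replicate 1 does not. The labels do not explain the word. Across all genes replicate 1 did not stand apart, since the chi-square per degree of freedom was 1.68 between replicates 1 and 3 and 1.81 between replicates 2 and 3, and 2.38 between replicates 1 and 2. Cultures from embryos of different sex could give this, if the counts on Tsix came from Xist RNA of female cells. The 4 Y-linked genes examined had 2 counts in neuron replicate 1 and 0 in the others, under the floor of 3 counts, so the sex of the cultures cannot be told from them. Y-linked counts in ESC libraries were 14, 4 and 9.

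The ESC libraries differed in mt-Nd5, at 2800, 6740 and 2230 CPM in replicates 1 to 3. ESC replicate 2 was also the library whose removal lowered the coefficient of variation of the group to 0.0362. In the neuron group, leaving out replicate 2 lowered the coefficient from 0.106 to 0.0656. No explanation was tested for these differences.

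The higher median change of genes over 100 kb may be carried in part by the genes opposite to them. Among genes sharing no exonic base with an opposite-strand gene the difference was 0.53 (171 long genes), smaller than 1.29 but still above 0, so the test did not decide.

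The 6 samples were also split in the 9 other ways into 3 against 3. In each of the 9 other splits 0 genes passed an adjusted p of 0.05, and 0 to 3 of 7150 had an unadjusted p under 0.05. For the 2-fold test and for the pluripotency and neuronal lists the counts were 0 in each other split, and 0 at an unadjusted p under 0.05. The long-gene difference was 0.249 to 0.364 in size in the other splits, but its camera p was smaller than that of the real split in 4 of the 9, down to 0.00368, so that p-value does not set the real split apart. Of the 4 splits that part all 3 same-numbered pairs, 1, the real split, gave results as large, for the gene counts, both lists and the long-gene difference. The other 6 splits each keep 2 same-numbered pairs together. With so few splits the share cannot fall under 0.05, and each other split puts the difference between ESC and neuron libraries inside its groups, which made low counts certain in advance. The splits therefore add nothing on stability. The groups are set apart by the correlations of log2 CPM, 0.960 to 0.987 within and 0.307 to 0.343 between them.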
